# Role of PDK1 in skeletal muscle hypertrophy induced by mechanical load

**DOI:** 10.1038/s41598-021-83098-z

**Published:** 2021-02-10

**Authors:** Naoki Kuramoto, Kazuhiro Nomura, Daisuke Kohno, Tadahiro Kitamura, Gerard Karsenty, Tetsuya Hosooka, Wataru Ogawa

**Keywords:** Gastroenterology, Molecular medicine

## Abstract

Phosphatidylinositol 3-kinase (PI3K) plays an important role in protein metabolism and cell growth. We here show that mice (M-PDK1KO mice) with skeletal muscle–specific deficiency of 3′-phosphoinositide–dependent kinase 1 (PDK1), a key component of PI3K signaling pathway, manifest a reduced skeletal muscle mass under the static condition as well as impairment of mechanical load–induced muscle hypertrophy. Whereas mechanical load-induced changes in gene expression were not affected, the phosphorylation of ribosomal protein S6 kinase (S6K) and S6 induced by mechanical load was attenuated in skeletal muscle of M-PDK1KO mice, suggesting that PDK1 regulates muscle hypertrophy not through changes in gene expression but through stimulation of kinase cascades such as the S6K-S6 axis, which plays a key role in protein synthesis. Administration of the β_2_-adrenergic receptor (AR) agonist clenbuterol activated the S6K-S6 axis in skeletal muscle and induced muscle hypertrophy in mice. These effects of clenbuterol were attenuated in M-PDK1KO mice, and mechanical load–induced activation of the S6K-S6 axis and muscle hypertrophy were inhibited in mice with skeletal muscle–specific deficiency of β_2_-AR. Our results suggest that PDK1 regulates skeletal muscle mass under the static condition and that it contributes to mechanical load–induced muscle hypertrophy, at least in part by mediating signaling from β_2_-AR.

## Introduction

Not only the function but also the mass of skeletal muscle is an important determinant of whole-body glucose disposal. Low skeletal muscle mass is thus a risk factor for type 2 diabetes (T2D)^1,2^, and sarcopenia, which is characterized by a decline in skeletal muscle mass and consequent impairment of physical activity, is often associated with T2D^3^. Conversely, T2D can trigger a decline in skeletal muscle mass and the development of sarcopenia^4,5^. This bidirectional relation between T2D and muscle mass decline therefore appears to give rise to a vicious cycle.

Insufficient insulin action in skeletal muscle is thought to play an important role in skeletal muscle wasting triggered by T2D^3,6^, although other factors including hyperglycemia and chronic inflammation also likely contribute to this process^3,7,8^. The regulation of skeletal muscle mass depends largely on the balance between the synthesis and degradation of protein^9^, both of which are regulated by insulin^6^. Insulin resistance in humans is associated with impairment of protein anabolism^10^ as well as with muscle mass decline^11,12^, and mice with insulin receptor deficiency specifically in skeletal muscle have a reduced muscle mass^13,14^, indicating the importance of insulin action in the maintenance of skeletal muscle mass.

Phosphatidylinositol 3-kinase (PI3K) plays a key role in various metabolic effects of insulin, including the regulation of protein metabolism^6^. Inhibition of PI3K signaling by genetic ablation of the regulatory subunits of the kinase in mouse skeletal muscle resulted in a loss of skeletal muscle mass^15^, indicating the physiological relevance of such signaling for the regulation of muscle mass. Exercise—in particular, resistance exercise—promotes skeletal muscle hypertrophy. Whereas exercise also appears to stimulate muscle hypertrophy through the regulation of protein metabolism^9,16^, the molecular mechanism underlying the regulation of protein metabolism and skeletal muscle hypertrophy by exercise is not fully understood.

3′-Phosphoinositide–dependent kinase 1 (PDK1) is a serine-threonine protein kinase that phosphorylates and activates downstream kinases such as Akt and ribosomal protein S6 kinase (S6K) in a PI3K-dependent manner^6,17^. It is thus a key element of the PI3K signaling pathway. Whereas most intracellular signaling molecules that mediate insulin action—including insulin receptor substrates, the regulatory and catalytic subunits of PI3K, and the serine-threonine kinases Akt and S6K—have redundant isoforms^6^, PDK1 does not have isoforms that can compensate for its loss of function^6,17^. Ablation of the PDK1 gene thus results in efficient inhibition of insulin action. Mice that lack PDK1 specifically in various organs or cells—including the liver^18,19^, adipocytes^20^, or pancreatic beta cells^21^—have been generated and have revealed corresponding physiological roles of this protein kinase.

We have now generated mice that lack PDK1 specifically in skeletal muscle in order to investigate the role of the muscle enzyme in glucose homeostasis and the regulation of skeletal muscle mass We here show that PDK1 contributes not only to the maintenance of skeletal muscle mass under the static condition but also to the regulation of skeletal muscle hypertrophy induced by mechanical load, at least in part by mediating signaling from the β_2_-adrenergic receptor (β_2_-AR).

## Materials and methods

### Animals

This study was carried out in compliance with the ARRIVE guidelines. All animal experiments were carried out in accordance with the guideline of and approved by the animal experimentation committee of Kobe University Graduate School of Medicine. Mice harboring a floxed allele of the PDK1 gene (PDK1-flox mice)^18^ or of the β_2_-AR gene (*Adrb2*-flox mice)^22^ as well as those expressing Cre recombinase under the control of the myosin light chain 1f. gene promoter (*Mlc1f.*-Cre mice)^23^ were described previously. All mice had been backcrossed to the C57/BL6 background for more than six generations. Mice homozygous for floxed alleles (flox/flox mice) and flox/flox mice harboring the Cre allele (flox/flox-Cre mice) were crossed, and the resultant male flox/flox-Cre (KO) mice and flox/flox (control) mice were studied.

For intraperitoneal glucose tolerance tests, mice deprived of food for 18 h were injected intraperitoneally with glucose (2 g/kg). Blood glucose and plasma insulin concentrations were measured with a glucometer (Sanwa Kagaku Kenkyusho, Nagoya, Japan) and an enzyme-linked immunosorbent assay kit for mouse insulin (Fujifilm Wako Shibayagi, Gunma, Japan), respectively.

### Induction of muscle hypertrophy by synergistic muscle ablation

The gastrocnemius and soleus muscles of both lower limbs were surgical removed from anesthetized mice as previously described^24^. The plantaris muscle was isolated 10 days after surgery and subjected to various assays. As a control, the plantaris muscle of mice that had undergone sham surgery was also collected.

### Cell culture

Mouse C2C12 myoblasts were maintained in growth medium [Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated FBS and 1% penicillin–streptomycin] at 37 °C under a mixture of 95% air and 5% CO_2_ as described previously^8^. Differentiation of the cells was induced by replacement of growth medium with differentiation medium (DMEM supplemented with 2% horse serum and 1% penicillin–streptomycin) at 100% confluence. All experiments with C2C12 myotubes were performed with cells in the fully differentiated state after exposure to differentiation medium for 4 days. Cells were deprived of serum for 15 h before clenbuterol stimulation.

### Adenovirus vector for PDK1 shRNA

An adenovirus vector encoding a short hairpin RNA (shRNA) specific for mouse PDK1 mRNA was generated essentially as described previously^25^. In brief, the nucleotide sequence corresponding to nucleotides 438 to 457 (TGGAGAAACGTCATATTATA) of mouse PDK1 cDNA (GenBank accession number, AF079535) was synthesized by PCR as complementary antiparallel oligomers with a loop sequence^25^ and was then ligated into pcPURmU6icassette (Takara Bio, Ohtsu, Japan), which contains the mouse U6 gene promoter. The resulting construct was ligated into the pAxcwit cosmid cassette (Takara Bio), and adenoviruses encoding PDK1 shRNA (AxshPDK1) were generated with the use of an Adenovirus Expression Vector Kit (Takara Bio). An adenovirus vector containing the U6 promoter alone was used as a control^25^.

### Quantitative RT-PCR analysis, immunoblot analysis, and akt kinase assay

Total RNA was extracted from mouse skeletal muscle with the use of an RNeasy Fibrous Tissue Mini Kit (Qiagen, Hilden, Germany). Quantitative reverse transcription (RT) and PCR analysis was performed as described previously^8^, with 36B4 mRNA as an internal control and with the use of an ABI StepOne Plus Real-Time PCR system (Applied Biosystems, Waltham, MA). The sequences of primer pairs are available on request. For immunoblot analysis, the protein concentration of cell or tissue extracts was measured with a BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA), and the same amount of protein was loaded in each lane. Primary antibodies included those to the following proteins: PDK1 (#3062), Akt (#9272), Thr^308^-phosphorylated Akt (#9275), Ser^473^-phosphorylated Akt (#9271), S6K (#9202), Thr^389^-phosphorylated S6K (#9205), S6 (#2217), Ser^235^- and Ser^236^- phosphorylated S6 (#2211), all from Cell Signaling Technology (Danvers, MA), as well as Thr^229^-phosphorylated S6K (1015B) from R&D Systems (Minneapolis, MN). Akt activity was measured with an Akt Kinase Assay Kit (#9840, Cell Signaling Technology).

### Histological analysis

Skeletal muscle sections were stained with hematoxylin–eosin for quantification of myofiber area with the use of ImageJ software (NIH, Bethesda, MD).

### DNA microarray analysis

Total RNA was extracted from plantaris muscle of wild-type or mutant mice at 10 days after synergistic muscle ablation and was subjected to hybridization with the use of an Affymetrix Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA). Data were analyzed with Transcriptome Viewer (Kurabo, Osaka, Japan). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (https://www.kegg.jp/kegg/kegg1.html)^26^ was performed to identify relevant biological pathways with the use of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.7 online tool (http://david.abcc.ncifcrf.gov).

### Indirect calorimetry and locomotor activity measurement

Oxygen consumption and CO_2_ production were measured for individual male mice with an Oxymax apparatus (Columbus Instruments, Columbus, OH). The O_2_ and CO_2_ measurements were performed every 18 min for each mouse over a 3-day period, and the data from the final day were analyzed. Locomotor activity was measured with an ACTIMO-100 system (Shinfactory, Fukuoka, Japan) as described previously^27^.

### Statistical analysis

Quantitative data are presented as means ± SEM. Statistical analysis was performed with Student’s *t* test or one-way ANOVA followed by Tukey’s test, and a *P* value of < 0.05 was considered statistically significant.

### Data and resource availability

Original microarray data were deposited in Gene Expression Omnibus database of the NCBI (GSE150464).

## Results

### Insulin signaling and metabolic phenotype of M-PDK1 KO mice

We generated mice lacking PDK1 specifically in skeletal muscle (M-PDK1KO mice) by crossing PDK1-flox mice^18^ with *Mlc1f.*-Cre mice^23^. Quantitative RT-PCR analysis confirmed the skeletal muscle–specific ablation of *Pdpk1* in these mice (Fig. 1A). Insulin-induced phosphorylation of Akt at Thr^308^, which is mediated directly by PDK1 and is essential for Akt activity^6,17^, was partially prevented in skeletal muscle of M-PDK1KO mice (Fig. 1B). In contrast, phosphorylation of Akt at Ser^473^ was enhanced in the mutant mice under both basal and insulin-stimulated conditions (Fig. 1B), consistent with the previous finding that loss of PDK1 augments Akt phosphorylation at this site ^19^. Prevention of the insulin-induced activation of Akt in skeletal muscle of M-PDK1KO mice was confirmed with an in vitro assay of kinase activity (Fig. 1C). Insulin-induced phosphorylation of S6K, another protein kinase directly phosphorylated and activated by PDK1^17^, at Thr^229^ and Thr^389^ as well as that of ribosomal protein S6, an endogenous substrate of S6K, were inhibited in skeletal muscle of M-PDK1KO mice (Fig. 1B). Blood glucose and plasma insulin concentrations both in the ad libitum fed state and during a glucose tolerance test were similar in control and M-PDK1KO mice (Fig. 1D,E). Together, these results thus suggested that, whereas insulin-induced activation of Akt and S6K was inhibited, glucose tolerance was maintained in M-PDK1KO mice.

**Figure 1:**
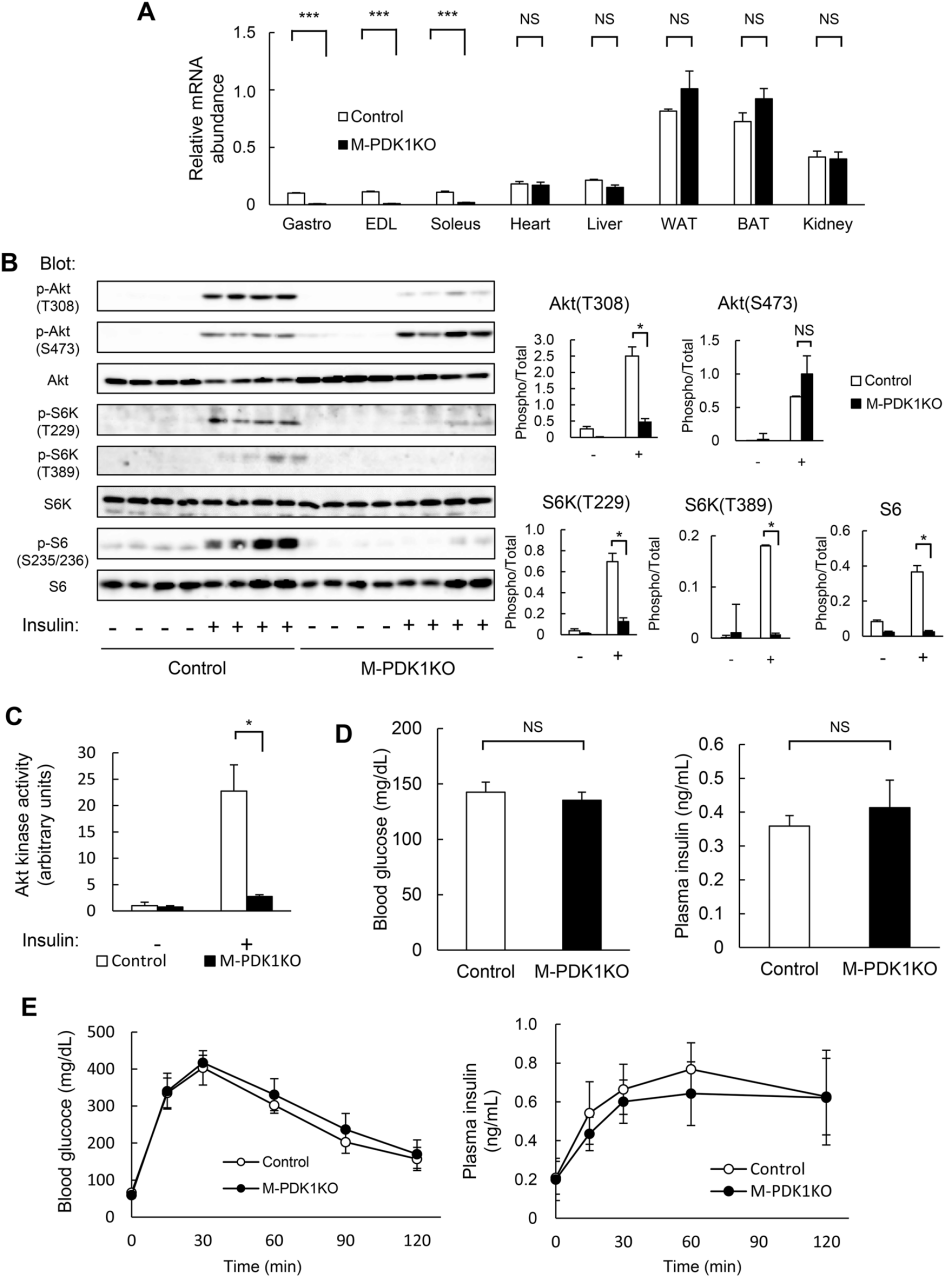
Insulin signaling in skeletal muscle as well as glucose tolerance in M-PDK1KO mice. (**A**) Quantitative RT-PCR analysis of PDK1 mRNA in various tissues of control and M-PDK1KO mice (*n* = 4 each) at 12 weeks of age. Gastro, gastrocnemius; EDL, extensor digitorum longus; WAT and BAT, white and brown adipose tissue, respectively. (**B**,**C**) Immunoblot analysis of insulin signaling molecules (**B**) as well as assay of Akt kinase activity (**C**) in gastrocnemius muscle at 10 min after intraperitoneal injection of human insulin (1 mU/kg) or vehicle in control and M-PDK1KO mice (*n* = 3 each) at 12 weeks of age. In (**B**), each lane of the left panel represents a sample from one mouse, and quantitative data are shown in the left panels. Each band was quantified with the use of the ImageQuant TL software. (**D**,**E**) Blood glucose and plasma insulin levels both in the ad libitum fed state (**D**) and during an intraperitoneal glucose tolerance test (**E**) in control and M-PDK1KO mice [*n* = 9 and 7, respectively, in (**D**); *n* = 6 each in (**E**)] at 12 weeks of age. All quantitative data are means ± SEM. *P < 0.05, ***P < 0.001; NS, not significant [Student’s *t* test in (**A**,**D**,**E**) and one-way ANOVA followed by Tukey’s test in (**B**,**C**)].

### Reduced skeletal muscle mass in M-PDK1KO mice

The body mass of M-PDK1KO mice was slightly but significantly smaller than that of control mice (Fig. 2A). The mass of the extensor digitorum longus (EDL) and tibialis anterior (TA) muscles, in which fast-twitch fibers are predominant, was also smaller in M-PDK1KO mice than in control animals (Fig. 2B), whereas the mass of the soleus muscle, in which slow-twitch fibers are predominant, was similar in the two genotypes (Fig. 2B). The abundance of mRNAs for myosin heavy chains (MHCs) that characterize fast-twitch fibers, such as MHC2b and MHC2x, was reduced in soleus muscle of M-PDK1KO mice (Fig. 2C), whereas that for MHCs characteristic of slow-twitch (MHC1) or fast-twitch (MHC2a, MHC2b and MHC2x) fibers was unaltered in both EDL and TA muscles of the mutant animals (Fig. 2C). These results suggested that the lack of PDK1 impaired the development of fast-twitch fibers and thereby gave rise to a reduced mass of muscles in which fast-twitch fibers are predominant.

**Figure 2:**
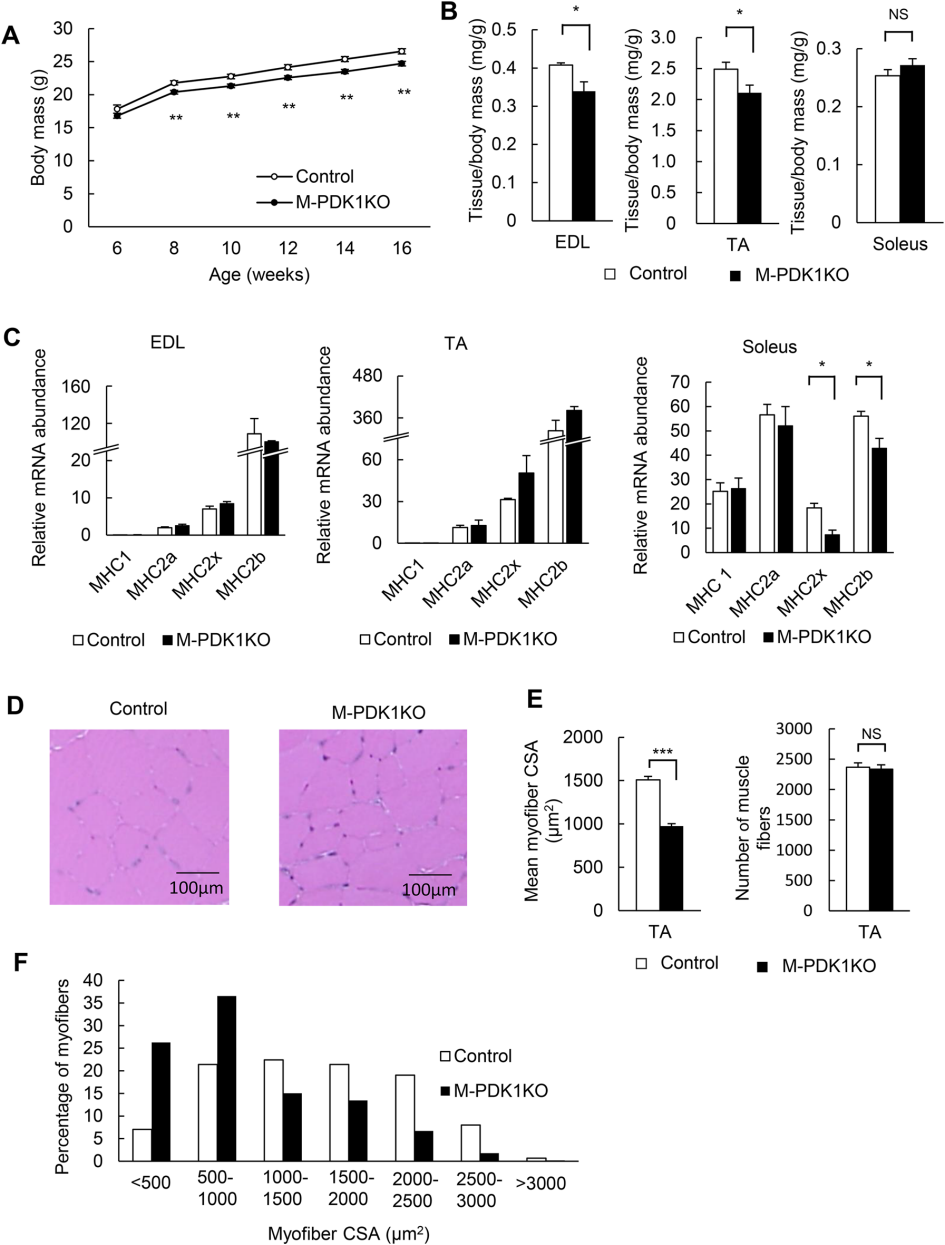
Reduced skeletal muscle mass in M-PDK1KO mice. (**A**,**B**) Body mass at the indicated ages (**A**) and skeletal muscle mass at 12 weeks of age (**B**) for control and M-PDK1KO mice [*n* = 12 and 14, respectively, in (**A**); *n* = 8 each in (**B**)]. (**C**) Quantitative RT-PCR analysis of MHC mRNAs in skeletal muscles of control and M-PDK1KO mice (*n* = 4 each) at 12 weeks of age. (**D–F**) Representative hematoxylin–eosin staining (**D**) as well as the cross-sectional area (CSA) and number of muscle fibers (**E**) and the size distribution of muscle fibers (**F**) in the TA muscle of control and M-PDK1KO mice at 12 weeks of age. For the left panel of (**E**) and for (**F**), 500 fibers from four mice of each genotype were examined; for the right panel of (**E**), the number of fibers in whole cross-sections from four mice of each genotype was counted with the use of ImageJ (https://imagej.nih.gov/ij/). Scale bars in (**D**), 100 μm. Quantitative data are means ± SEM, with the exception of those in (**F**). *P < 0.05, **P < 0.01, ***P < 0.001, NS, not significant [One-way ANOVA followed by Tukey in (**A**) and Student’s *t* test in (**B**,**C**,**E**)].

Histological analysis revealed that the cross-sectional area of myofibers was decreased, whereas the number of muscles fibers was unaltered, in the TA muscle of M-PDK1KO mice (Fig. 2D,E). The proportions of small and large muscle fibers were increased and decreased, respectively, in TA muscle of M-PDK1KO mice (Fig. 2F), indicating that the smaller skeletal muscle mass of these mice is attributable not to a decrease in the number of muscle fibers but to their atrophy. Oxygen consumption, CO_2_ production, the respiratory exchange ratio (RER), and locomotor activity of M-PDK1KO mice were similar to those of control mice (Supplemental Fig. 1).

### Impaired load-induced muscle hypertrophy in M-PDK1KO mice

We next investigated the effect of the lack of PDK1 on muscle hypertrophy triggered by mechanical load. To this end, we studied mice with synergistic muscle ablation. Surgical muscle ablation results in hypertrophy of muscles that function synergistically with the ablated muscles as a result of compensatory exercise overload^24^. In control animals, ablation of the gastrocnemius and soleus muscles resulted in an ~ 1.5-fold increase in the mass of the plantaris muscle, which contributes to flexion of the lower limbs in coordination with the gastrocnemius and soleus, within 10 days (Fig. 3A). Such hypertrophy of the plantaris muscle induced by synergistic muscle ablation was inhibited by ~ 30% in M-PDK1KO mice (Fig. 3A). Ablation of the gastrocnemius and soleus increased the abundance as well as the phosphorylation of both S6K and S6, markers of protein synthesis, in the plantaris muscle of control mice (Fig. 3B). Phosphorylation of these proteins in response to synergistic muscle ablation was markedly inhibited in M-PDK1KO mice (Fig. 3B).

**Figure 3:**
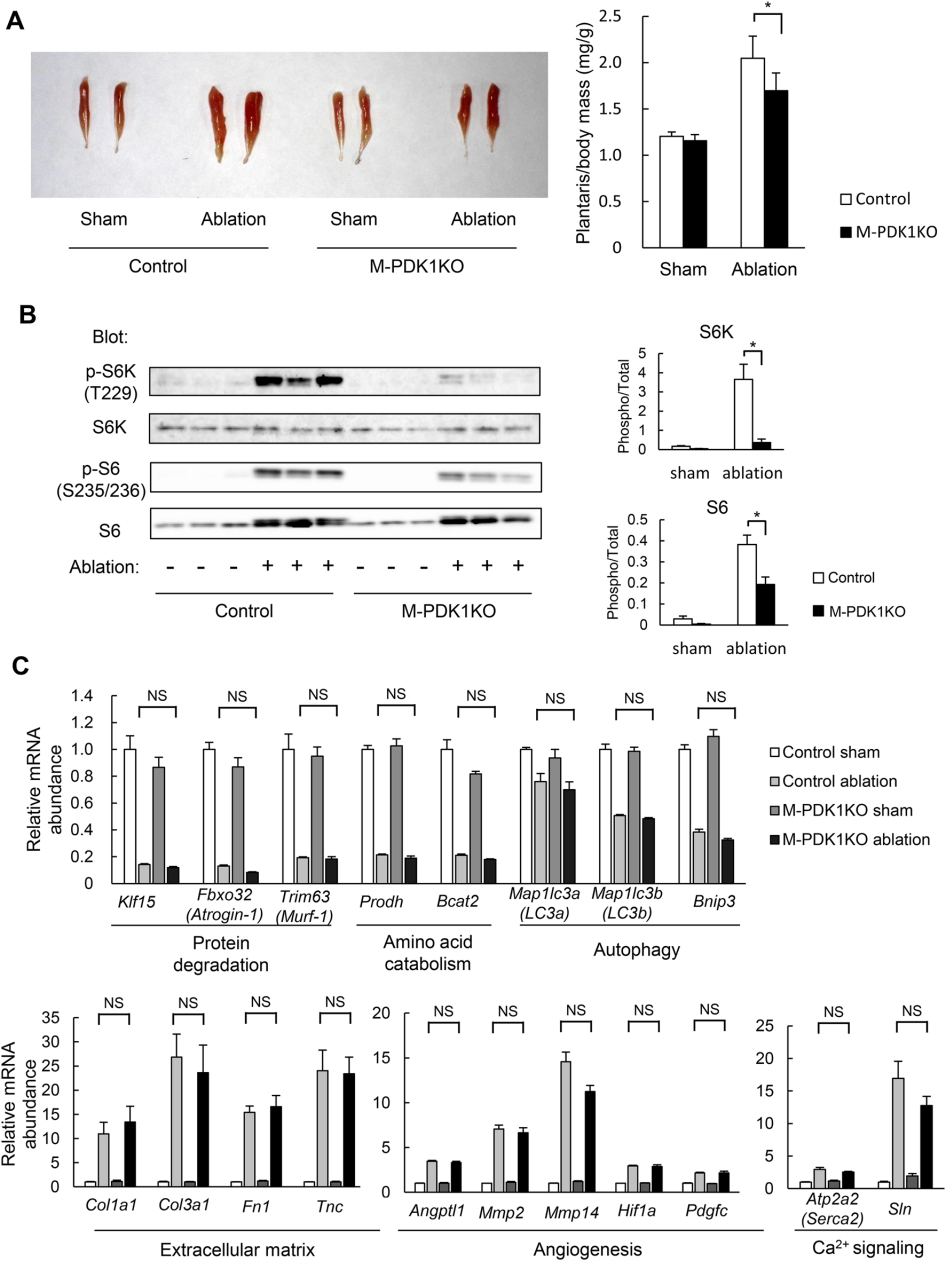
Impairment of exercise-induced muscle hypertrophy in M-PDK1KO mice. (**A**) Representative gross appearance as well as the mass (*n* = 6 mice) of the plantaris muscle at 10 days after synergistic muscle ablation (or sham surgery) in control and M-PDK1KO mice at 12 weeks of age. (**B**) Immunoblot analysis of S6K and S6 abundance and phosphorylation in the plantaris muscle of mice treated as in (**A**). Each lane in the left panel corresponds to one mouse, and quantitative data are shown in the right panels. Each band was quantified with the use of the ImageQuant TL software. (**C**) Quantitative RT-PCR analysis of the indicated mRNAs in the plantaris muscle of mice treated as in (**A**) (*n* = 4 mice). The amount of each mRNA in sham-operated control mice was assigned a value of 1. All quantitative data are means ± SEM. *P < 0.05, NS, not significant [one-way ANOVA followed by Tukey in (**A**,**B**,**C**)].

Given that skeletal muscle mass is determined by a balance between the synthesis and degradation of muscle proteins^15,16^, we next investigated the expression of genes related to protein degradation in mice subjected to synergistic muscle ablation. The abundance of mRNAs derived from genes related to general protein degradation (*Klf15*, *Fbxo32*, and *Trim36*), amino acid catabolism (*Prodh* and *Bcat2*), and autophagy (*Map1lc3a*, *Map1lc3b* and *Bnip3*) was down-regulated in the hypertrophic plantaris muscle of control animals (Fig. 3C), indicating that protein degradation may be suppressed at the level of gene expression during muscle growth induced by synergistic muscle ablation. The abundance of all these mRNAs was similarly down-regulated in the plantaris muscle of M-PDK1KO mice in response to synergistic muscle ablation (Fig. 3C).

In contrast, the expression of genes related to extracellular matrix formation (*Col1a1*, *Col3a1*, *Fn1*, and *Tnc*) was up-regulated in the hypertrophic plantaris muscle of control mice (Fig. 3C), consistent with previous observations^28^. The expression of genes related to angiogenesis (*Angptl1*, *Mmp2*, *Mmp14*, *HIF1a*, and *Ptgfc*) or to cellular Ca^2+^ signaling (*Atp2a2* and *Sln*) was also up-regulated in the control mice (Fig. 3C). The up-regulation of all these genes was similarly apparent in the hypertrophic plantaris muscle of M-PDK1KO mice (Fig. 3C).

We further analyzed changes in the expression of genes during the development of muscle hypertrophy induced by synergistic muscle ablation with the use of a DNA microarray. Such analysis revealed that the expression of various categories of genes was altered in response to synergetic muscle ablation (Supplemental Fig. 2). 

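Pdpk1, the gene that encodes PDK1, had log2 values of 6.81 in sham-operated and 6.85 in ablated control mice, and of 5.96 and 6.23 in the corresponding M-PDK1KO mice. Its log2(M-PDK1KO/control) was -0.85 after sham surgery and -0.63 after ablation. Whether the probes of this gene lie in the part that Cre removes is not given in the sources used here, and whole muscle also holds cells other than myofibers. The arrays were Affymetrix Mouse Gene 2.0 ST, with 1 array for each of the 4 conditions, from plantaris muscle of male mice 10 days after surgery. Whether an array holds RNA of 1 mouse or of a pool is not stated in the paper's text. The sample labels and the paper's paragraph on the arrays call the mice without the knockout wild type, whereas its paragraph on animals describes control mice as flox/flox mice without Cre, and they are called control here. Values were analysed as the authors deposited them, summarised per probe set and taken to be on a log2 scale from their range. They ran from 0.70 to 13.2, with medians of 2.66 and 2.69 in sham-operated and ablated control mice and 2.68 and 2.69 in M-PDK1KO mice. The paper names Transcriptome Viewer for the analysis, and its text does not name the background correction, summarisation or normalization. Of 41345 probe sets, 23521 named exactly 1 gene. Each of the 22180 genes so named was represented by its probe set with the highest mean over the arrays. The response to ablation is log2(ablation/sham) within a genotype, with the 2- and 0.5-fold cutoffs of Supplemental Fig. 2. The effect of ablation over both genotypes was tested with limma, in a model with genotype and ablation as terms, and an adjusted p under 0.05 is required where genes are said to rise or fall. The number of arrays limits the precision, since this fit has 1 residual degree of freedom and takes the difference between the genotypes' responses as its spread.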

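Among the genes with the largest responses were genes of muscle development and of the extracellular matrix. C1qtnf3, which encodes a secreted protein of the C1q and tumor necrosis factor family, rose by 6.64 in control and 6.58 in M-PDK1KO mice on the log2 scale. Myh3, the embryonic myosin heavy chain, rose by 5.91 and 5.84, and Mymk, which encodes the fusion protein myomaker, by 4.05 and 4.83. Among matrix genes, Postn (periostin) rose by 5.25 and 4.78, the collagen gene Col8a1 by 4.89 and 4.94, Cthrc1 by 4.35 and 4.56, and the collagenase gene Mmp13 by 4.73 and 4.96. The imprinted gene Mest and Lrrc15 rose by 4.76 and 4.19 in control mice and by 4.98 and 4.47 in M-PDK1KO mice. Falls were ranked by the smaller of the genotypes' responses. By this ranking, the largest were in Arrdc2, which fell by 3.89 in control and 2.94 in M-PDK1KO mice, and Odf3l2, which fell by 3.64 and 2.97. Mstn, which encodes myostatin, an inhibitor of muscle growth, fell to 0.177-fold of its sham value in control and 0.152-fold in M-PDK1KO mice. Genes of metabolism were also among the largest falls. Slc27a1, a fatty acid transporter, fell by 2.44 in control and 2.76 in M-PDK1KO mice, the 5′-nucleotidase gene Nt5c1a fell to 0.179-fold and 0.177-fold, and the alanine aminotransferase gene Gpt2 fell by 2.26 and 2.64. Klhl38, Neto2, Gdap1 and Nmrk2 complete the 10 largest falls, at -2.42, -2.98, -2.67 and -2.49 in control and -2.66, -2.59, -2.73 and -3.37 in M-PDK1KO mice. In control mice, 995 genes were at least 2-fold higher and 564 were at most 0.5-fold after ablation. Of these, 252 were at least 4-fold higher and 34 at most 0.25-fold. Over both genotypes, limma called 2309 genes higher and 2354 lower, among them every gene named above. Within a genotype no test was possible, since each condition has a single array.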

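Most genes for matrix ligands and integrins of PI3K-Akt signaling rose after ablation, and its intracellular kinases and regulators moved both ways. Of 39 measured genes for matrix ligands and integrins, 29 rose (31 when adjusted over the list alone) and the rest did not pass the test, with a median response of 1.02 in control mice. Examples are the thrombospondin genes Thbs1 and Thbs2, which rose by 3.60 and 3.68 in control mice, and Tnn (tenascin N), which rose by 3.65. Of 39 measured kinases and regulators, 4 rose and 12 fell (5 and 14 when adjusted over the list alone), with a median of -0.28. Akt1 rose by 0.88 in control mice, whereas Akt2 fell by 0.87. Of 35 growth factors and receptors, 14 rose and 6 fell (15 and 8 when adjusted over the list alone). Igf1 rose by 1.82 in control mice, and its receptor gene Igf1r had a response of 0.08 (limma, adjusted p = 0.783). Of 33 intracellular components of focal adhesions, 25 rose and 1 fell (26 and 3 when adjusted over the list alone), among them Flna (filamin A), which rose by 1.59, and the cyclin gene Ccnd2, which rose by 1.39. Of 29 proteoglycan genes, 19 rose (22, with 1 lower, when adjusted over the list alone), with Aspn, Vcan and Bgn (asporin, versican and biglycan) rising by 3.27, 2.80 and 2.62. Markers of fibroblasts moved with these matrix genes, with 12 of 16 rising and 1 falling (13 and 1 when adjusted over the list alone). Of 42 phagosome genes, 30 rose and 1 fell (31 and 3 when adjusted over the list alone), with the cathepsin gene Ctss rising by 3.89 and the NADPH oxidase gene Cybb by 2.76 in control mice. Markers of macrophages moved with them, and 19 of 21 rose (20 when adjusted over the list alone). No list was written for pathways in cancer. Of 49 genes for cytokines, chemokines and their receptors, 35 rose and 1 fell (41 and 1 when adjusted over the list alone), and Ccl8 rose by 2.60.

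Most genes of oxidative metabolism fell. Of 28 genes of the citric acid cycle and pyruvate dehydrogenase, 24 fell (26 when adjusted over the list alone), and of 44 genes of oxidative phosphorylation, 25 fell (40 when adjusted over the list alone), with medians of -0.62 and -0.51 in control mice. Of 28 genes of fatty acid oxidation and transport, 22 fell and 1 rose (25 and 1 when adjusted over the list alone), and Ucp3 (uncoupling protein) fell by 1.88. Amino acid catabolism had the lowest median of these lists, at -0.95, with 23 of 28 genes lower (26 when adjusted over the list alone), such as Aldh6a1, which fell by 1.43. Glycolysis had 3 of 17 genes higher and 8 lower (3 and 10 when adjusted over the list alone), and Pfkfb3, a regulator of glycolysis, fell by 2.08. Biosynthesis of antibiotics is a KEGG category that overlaps central carbon and purine metabolism. Of 30 genes of purine metabolism and creatine, 15 fell and 4 rose (17 and 7 when adjusted over the list alone). Of 46 genes of calcium signaling and excitation-contraction coupling, 25 fell and 5 rose (27 and 5 when adjusted over the list alone), and Mylk2 and Mylk4, which encode myosin light chain kinases, fell by 1.20 and 1.83. Of 59 genes of insulin signaling, 27 fell and 7 rose (31 and 9 when adjusted over the list alone), among them Prkab2, a subunit of AMP-activated protein kinase, which fell by 1.90, Phkb, a subunit of phosphorylase kinase, which fell by 1.40, and Insr, which fell by 0.57. Sarcomere and membrane genes of all fiber types moved with these lists, with 12 of 23 lower, 2 higher (14 and 2 when adjusted over the list alone) and a median of -0.44 in control mice. The medians in control mice lay outside the central 95% of 10000 random lists matched on expression, except those for the intracellular kinases, glycolysis and the sarcomere genes. These lists were written from general knowledge and are not the gene sets of KEGG.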

Categories of genes whose expression was up-regulated in the hypertrophic plantaris muscle of control animals included PI3K-Akt signaling, focal adhesion, pathways in cancer, phagosome, and proteoglycans in cancer, whereas those whose expression was down-regulated included metabolic pathways, biosynthesis of antibiotics, calcium signaling pathway, and insulin signaling pathway (Supplemental Fig. 2C,E). 

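In M-PDK1KO mice, gene groups of the categories described for control mice had medians of the same sign. Matrix ligands and integrins had a median response of 1.41 in M-PDK1KO mice, phagosome genes 0.91 and proteoglycans 0.75, against 1.17 for phagosome genes and 0.74 for proteoglycans in control mice. Focal adhesion components had medians of 0.72 in control and 0.73 in M-PDK1KO mice, and fibrillar and network collagens 2.43 and 2.34. On the lower side, genes of the citric acid cycle had a median of -0.73 in M-PDK1KO mice, oxidative phosphorylation -0.55 and amino acid catabolism -0.95. Calcium signaling genes had medians of -0.51 in control and -0.58 in M-PDK1KO mice, and insulin signaling genes -0.41 and -0.43. In M-PDK1KO mice, 1059 genes were at least 2-fold higher and 602 at most 0.5-fold after ablation. Of the genes up in control mice, 790 (79.4%) were also up in M-PDK1KO mice, where independent lists would share 47.5, and of those down, 390 (69.1%) were also down, where independent lists would share 15.3. No gene was past these cutoffs in opposite directions. The genotypes' comparisons share no array. Across genes, which are not independent replicates, the responses had a Pearson's r of 0.841. The slope of the M-PDK1KO on the control response (major axis) was 1.02. Whole muscle also holds cells other than myofibers, and markers of macrophages had medians of 2.21 in control and 2.15 in M-PDK1KO mice. The paper describes the deletion as specific to skeletal muscle, so these whole-muscle values do not separate the response of myofibers from that of other cells. For each gene, the response in control mice was also subtracted from that in M-PDK1KO mice. Among 998 genes that were at least 2-fold higher by the mean of both genotypes, the median of this difference was 0.04. Among 534 genes that were at most 0.5-fold, it was -0.07.

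**Figure D1:**
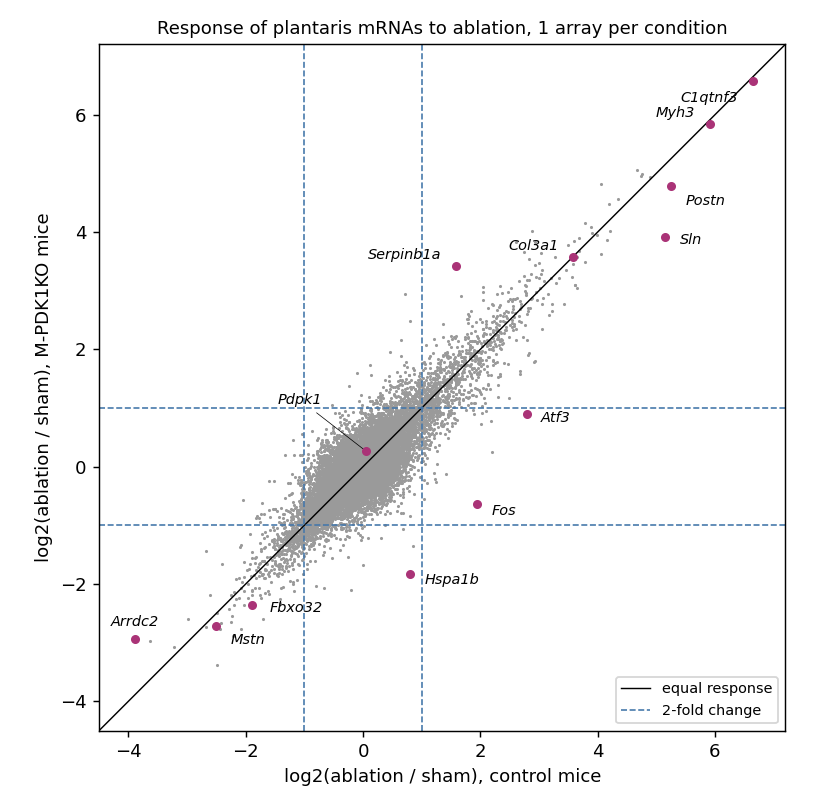
Each point is 1 gene, with log2(ablation/sham) in control mice on the x axis and in M-PDK1KO mice on the y axis. Dashed lines mark 2-fold changes and the solid line equal responses. The cloud follows the solid line, with a major axis slope of 1.02.

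**Figure D2:**
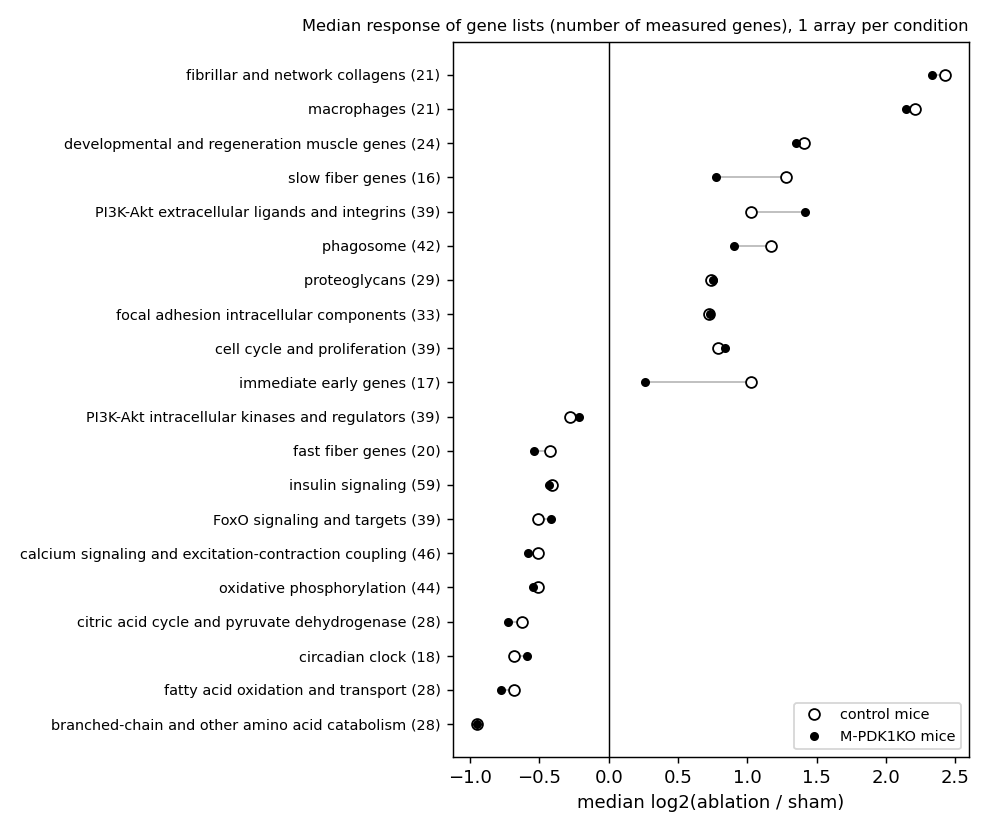
Median log2(ablation/sham) of gene lists in control mice (open circles) and M-PDK1KO mice (filled circles), with the number of measured genes of each list in parentheses. The lists drawn are a selection, and the circles of each of them lie on the same side of 0. Some lists not drawn had medians of opposite sign, such as heat shock proteins, with 0.31 in control and -0.14 in M-PDK1KO mice.

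Some genes and groups had unlike responses in the genotypes. Slow fiber genes had a median of 1.28 in control and 0.77 in M-PDK1KO mice, and their median log2(M-PDK1KO/control) was 0.21 after sham surgery and -0.01 after ablation. In this group, Myh7, the slow myosin heavy chain, had a response of 2.17 in control and 0.78 in M-PDK1KO mice, and its log2(M-PDK1KO/control) after sham surgery was 1.35. Heat shock proteins had medians of 0.31 in control and -0.14 in M-PDK1KO mice. Immediate early genes had medians of 1.03 and 0.26, with Egr1 at 2.02 in control and 0.74 in M-PDK1KO mice. Serpinb1a, a serine protease inhibitor, had a response of 1.59 in control and 3.42 in M-PDK1KO mice, and Otud1, a deubiquitinase gene, of 2.21 in control and 0.26 in M-PDK1KO mice. The response was higher by 2-fold or more in M-PDK1KO mice for 92 genes and lower for 77, and these differences could not be tested with 1 array per condition. Between the genotypes, 36 genes differed 2-fold after sham surgery and 31 after ablation. Among those after sham surgery was the epidermal keratin gene Krt10, with a log2(M-PDK1KO/control) of 1.76. Whether its RNA came from muscle was not tested. In limma, no gene passed the adjusted p for genotype over both surgeries. Pdpk1, the deleted gene, did not pass either, so the absence of calls cannot be told apart from a lack of power. Of 22180 genes, 1208 had an unadjusted p under 0.05, where chance alone would give a share of 0.05. The SD across genes was 0.55 for the contrast of ablation, 0.17 for that of genotype and 0.16 for their interaction, each contrast being the mean of 2 arrays minus the mean of the other 2. For the response in M-PDK1KO minus that in control mice, the SD was 0.32.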

Similar changes in gene expression were apparent in M-PDK1KO mice (Supplemental Fig. 2D,F).

Together, these results thus suggested that PDK1 plays an important role in mechanical load–induced muscle hypertrophy, but that this function of the kinase is not mediated by changes in gene expression.

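Of the 19 genes that Fig. 3C measured by RT-PCR, limma called 17 on the arrays, over both genotypes, in the direction given there. The study chose this list, so its direction is not independent evidence. Among genes of protein degradation, Fbxo32, which encodes the ubiquitin ligase atrogin-1, fell by 1.90 in control and 2.35 in M-PDK1KO mice, Trim63, which encodes the ubiquitin ligase MuRF1, fell by 1.05 and 1.34, and the transcription factor gene Klf15 fell by 2.16 and 1.92. Trim36, the symbol in the paper's text, had responses of 0.13 in control and 0.19 in M-PDK1KO mice (limma, adjusted p = 0.429). Bcat2, an enzyme of branched-chain amino acid catabolism, fell by 1.01 and 1.00, and Prodh (proline dehydrogenase) had responses of -0.56 in control and -0.31 in M-PDK1KO mice (adjusted p = 0.0681). Among genes of autophagy, Map1lc3b fell by 0.85 and 1.00 and Bnip3 fell by 0.51 and 0.86, whereas Map1lc3a had responses of -0.20 in control and 0.32 in M-PDK1KO mice (adjusted p = 0.852). The matrix genes Col1a1, Col3a1, Fn1 and Tnc rose by 2.77, 3.58, 3.58 and 4.68 in control mice and by 2.42, 3.58, 3.46 and 5.06 in M-PDK1KO mice. Among genes of angiogenesis, Mmp14 rose by 3.90 and 3.99, Mmp2 by 2.58 and 2.63, Angptl1 by 2.44 and 2.33, Hif1a by 2.22 and 2.33 and Pdgfc by 1.56 and 2.21. A probe set of Hif1a with lower signal gave 0.87 in control and 0.60 in M-PDK1KO mice. Of the genes of Ca2+ handling, Atp2a2 rose by 1.96 and 1.82 and Sln (sarcolipin) by 5.15 and 3.92. Among genes of the pathway to S6, Rps6, which encodes S6, had responses of 0.29 in control and 0.39 in M-PDK1KO mice (limma, adjusted p = 0.104). The list of the PI3K-PDK1-S6K-S6 axis had 12 measured genes, of which 1 rose and 4 fell (1 and 4 when adjusted over the list alone). Its medians of -0.22 in control and -0.09 in M-PDK1KO mice lay within the limits of the random lists matched on expression. From its results together, the paper proposes that PDK1 is important for hypertrophy under mechanical load and that it does not act through gene expression.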

### Role of β_2_-adrenergic signaling in skeletal muscle hypertrophy

Finally, we investigated extracellular stimuli that might be responsible for the induction of muscle hypertrophy by mechanical load. We focused on the possible role of β-AR signaling, which is known to contribute to skeletal muscle hypertrophy^29^. Administration of the β_2_-AR agonist clenbuterol, but not that of the β_1_-AR agonist dobutamine, was found to stimulate phosphorylation of S6K and S6 in skeletal muscle (Fig. 4A). These effects of clenbuterol were markedly attenuated in M-PDK1KO mice (Fig. 4B), indicating that PDK1 is essential for the activation of S6K-S6 signaling in response to β_2_-AR stimulation. Furthermore, treatment of C2C12 myotubes with clenbuterol resulted in an increase in the phosphorylation of S6K, and this effect was inhibited by shRNA-mediated depletion of (Fig. 4C) or by a pharmacological inhibitor for PDK1 (Fig. 4D), confirming the important role of PDK1 in β_2_-AR signaling.

**Figure 4:**
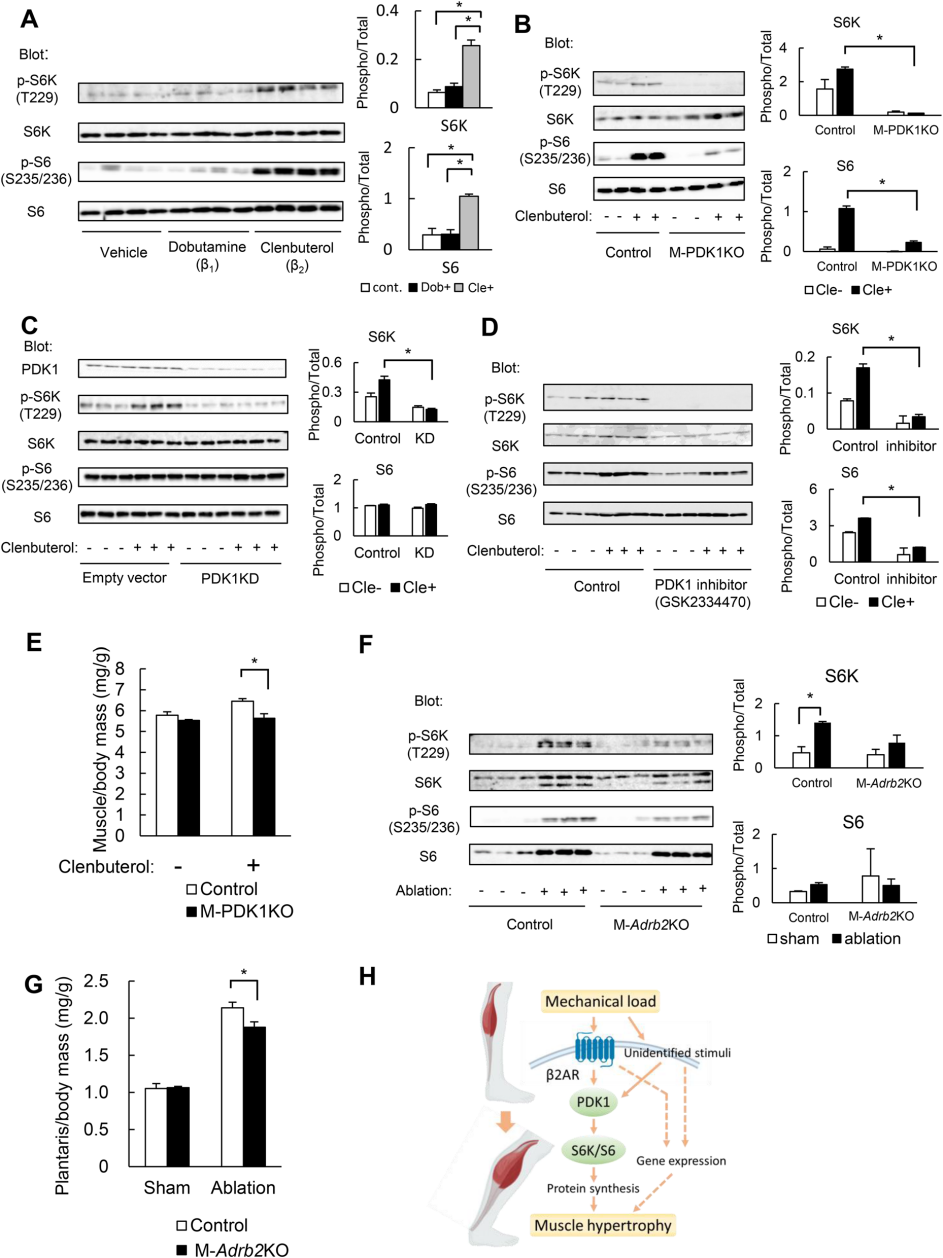
Role of β_2_-AR signaling in exercise-induced skeletal muscle hypertrophy. (**A**,**B**)*:* Immunoblot analysis of the abundance and phosphorylation of S6K and S6 in gastrocnemius muscle of control mice (**A**) or of control and M-PDK1KO mice (**B**) at 12 weeks of age and at 10 min after intraperitoneal injection of clenbuterol (1 mg/kg) (**A**,**B**), dobutamine (1 mg/kg) (**A**), or vehicle. (**C**,**D**) Immunoblot analysis of S6K and S6 abundance and phosphorylation in serum-deprived C2C12 myotubes infected with an adenovirus encoding PDK1 shRNA (PDK1KD) or with a control virus (empty vector) (**C**) or incubated with a pharmacological inhibitor (GSK2334470, 3 μM) for 30 min (**D**),and then incubated in the absence or presence of 100 nM clenbuterol for 10 min. (**E**) Mass of the gastrocnemius muscle 10 days after daily intraperitoneal injection of clenbuterol (1 mg/kg) or vehicle in control and M-PDK1KO mice (*n* = 4 each) at 12 weeks of age. (**F**) Immunoblot analysis of S6K and S6 abundance and phosphorylation in the plantaris muscle at 10 days after synergistic muscle ablation (or sham surgery) in control and M-*Adrb2*KO mice at 12 weeks of age. (**G**) Mass of the plantaris muscle for mice as in (**F**) (*n* = 4 and 5 mice of each genotype for sham surgery and muscle ablation, respectively). Each lane in (**A**,**B**,**F**) represents a sample from one mouse; each lane in (**C**,**D**) represents one dish, and quantitative data are shown in the right panels. Each band was quantified with the use of the ImageQuant TL software. All quantitative data are means ± SEM. *P < 0.05, NS, not significant (one-way ANOVA followed by Tukey). (**H**) Proposed role for the β_2_-AR–PDK1 signaling pathway in mechanical load induced muscle hypertrophy. Whereas PDK1 and β_2_-AR contribute to load–induced skeletal muscle hypertrophy, and that PDK1 mediates, at least in part, the effect of β_2_-AR signaling, unidentified stimuli may also contribute to load-induced muscle hypertrophy upstream of PDK1. Alterations in gene expression, which are independent of PDK1, may be attributable to the muscle hypertrophic effect. Dashed lines represent unidentified signaling pathways.

We further analyzed the role of the β_2_-AR–PDK1 axis in muscle hypertrophy in mice. Intraperitoneal administration of clenbuterol for 10 days resulted in an ~ 7% increase in gastrocnemius muscle mass in control mice, whereas it had no such effect in M-PDK1KO mice (Fig. 4E). To confirm the physiological relevance of β_2_-AR signaling in skeletal muscle hypertrophy, we generated mice that lack β_2_-AR specifically in skeletal muscle (M-*Adrb2*KO mice) by crossing *Adrb2*-flox mice^22^ and *Mlc1f.*-Cre mice^23^. Body and skeletal muscle mass as well as blood glucose and plasma insulin levels in the ad libitum fed state did not differ significantly between M-*Adrb2*KO and control mice at 12 weeks of age (data not shown). The increases in the abundance and phosphorylation of S6K and S6 induced in plantaris muscle by synergistic muscle ablation were attenuated in M-*Adrb2*KO mice (Fig. 4F). Whereas synergistic muscle ablation induced an ~ twofold increase in plantaris muscle mass in control animals, this effect was inhibited by ~ 25% in M-*Adrb2*KO mice (Fig. 4G). These results suggested that the β_2_-AR–PDK1 signaling pathway plays an important role in mechanical load–induced skeletal muscle hypertrophy. Ccomplete unedited blots are shown in Supplemental Fig. 3.

## Discussion

We have here shown that mice with skeletal muscle–specific deficiency of PDK1, a key participant in the PI3K signaling pathway^17^, manifest a reduced skeletal muscle mass under the static condition as well as impairment of the induction of muscle hypertrophy in response to mechanical load. Given that PI3K plays a key role in cell growth and protein synthesis induced by hormones and growth factors including insulin, the PI3K signaling pathway has been thought to contribute to exercise-induced muscle hypertrophy^16^. We have now provided the first genetic evidence that this pathway plays an essential role in muscle hypertrophy induced by mechanical load.

We also found that PDK1 plays an important role in muscle hypertrophy induced by β_2_-AR stimulation, and that mice with skeletal muscle–specific deficiency of β_2_-AR also manifest impairment of exercise-induced muscle hypertrophy. β_2_-AR agonists are known to increase skeletal muscle mass in both animals and humans^29,30^ and have been administered as doping agents by athletes^31^. Our results have now uncovered the physiological relevance of β_2_-AR signaling and the importance of PDK1 as a downstream signaling molecule in muscle hypertrophy induced by mechanical load. The inhibition of mechanical load–induced muscle hypertrophy appeared to be greater in M-PDK1KO mice than in M-*Adrb2*KO mice, suggesting that signals other than that from β_2_-AR might contribute to exercise-induced muscle hypertrophy upstream of PDK1.

Mice with skeletal muscle–specific deficiency of the insulin receptor show a mild reduction in skeletal muscle mass, whereas skeletal muscle mass was found to be unaltered in mice with skeletal muscle–specific deficiency of the insulin growth factor–1 (IGF-1) receptor^13,14^. Moreover, mice lacking both of these receptors in skeletal muscle manifested a marked reduction of skeletal muscle mass^13,14^. These observations suggest that the role of the insulin receptor in maintenance of muscle mass is predominant, and that the IGF-1 receptor compensates for loss of signaling from the insulin receptor. Given that the extent of the reduction in skeletal muscle mass apparent in M-PDK1KO mice was similar to that in mice with muscle-specific deficiency of the insulin receptor rather than to that in mice with muscle-specific deficiency of both the insulin and IGF-1 receptors, the compensatory effect of the IGF-1 receptor is likely mediated via a pathway independent of PDK1 signaling. Mice in which PI3K signaling was ablated in skeletal muscle also showed a relatively mild reduction in skeletal muscle mass similar to that observed in M-PDK1KO mice^15^.

The reduction in muscle mass induced by the loss of both the insulin and IGF-1 receptors was almost completely prevented by additional disruption of FoxO-family transcription factors^14^, indicating that the regulation of muscle mass by these receptors under the static condition is largely dependent on transcriptional regulation. We have now shown that the expression of various categories of genes was altered during the induction of muscle hypertrophy by synergistic muscle ablation, and these changes in gene expression were similarly observed in M-PDK1KO mice. Our results suggest that PDK1 contributes to mechanical load–induced muscle hypertrophy not through the regulation of gene expression given that mechanical load–induced alterations in gene expression was not prevented by the lack of PDK1. It is likely that protein kinase cascades activated by PDK1, such as the S6K-S6 axis, might contribute to this process. Nevertheless, the marked changes in gene expression likely contribute to muscle hypertrophy, with the residual muscle hypertrophy apparent in M-PDK1KO mice likely being attributable to these gene expression changes remaining intact. It will thus be important to elucidate the mechanism by which exercise-induced gene expression in skeletal muscle is regulated.

We found that glucose tolerance was not impaired in M-PDK1KO mice. Mice with skeletal muscle–specific deficiency of the insulin receptor also show normal glucose tolerance^32^. These observations indicate that glucose tolerance is well compensated in mice in which insulin signaling in skeletal muscle is inhibited either at the level of the receptor or of PDK1. However, glucose intolerance was evident in mice in which PI3K signaling in skeletal muscle was inhibited by muscle-specific disruption of *Pik3r1* (which encodes the p85α, p55α, and p50α regulatory subunits of PI3K) together with whole-body disruption of *Pik3r2* (which encodes the p85β regulatory subunit)^15^. The reason for this apparent discrepancy is unclear, but it is possible that the lack of p85β in the whole body might have some influence.

In conclusion, we have shown that PDK1 and β_2_-AR contribute to mechanical load–induced skeletal muscle hypertrophy, and that PDK1 mediates, at least in part, the hypertrophic effect of β_2_-AR signaling (Fig. 4H). The potential clinical application of β_2_-AR agonists to muscle-wasting diseases has attracted much attention. As a means of minimizing adverse effects of such drugs on the cardiovascular system, tissue-selective agonists are also under development^33^. Further analysis of the role of the β_2_-AR–PDK1 signaling pathway in muscle hypertrophy will likely contribute to the development of novel drugs for muscle-wasting diseases.

## Supplementary Information

Supplementary Information 1.

# Supplementary material for: Role of PDK1 in skeletal muscle hypertrophy induced by mechanical load
**Source:** Sci Rep. 2021 Feb 10;11:3447. doi: 10.1038/s41598-021-83098-z

Supplemental Information

Role of PDK1 in Skeletal Muscle Hypertrophy Induced by Mechanical Load

Naoki Kuramoto, Kazuhiro Nomura, Daisuke Kohno, Tadahiro Kitamura, Gerard Karsenty, Tetsuya Hosooka, and Wataru Ogawa

Supplemental Fig. 1—Energy consumption and locomotor activity of M-PDK1KO mice. $\dot{V}O_2$ (*A*), $\dot{V}CO_2$ (*B*), the respiratory exchange ratio (*C*), and locomotor activity (*D*) were measured with metabolic cages for control and M-PDK1KO mice at 12 weeks of age ($n = 4$ each). Measured values every 18 min are shown on the left, and average values for the light and dark phases are shown on the right. Data are means $\pm$ SEM. NS, not significant (Student's *t* test).

Supplementary Fig. 2—DNA microarray analysis of gene expression in plantaris muscle after synergistic muscle ablation. *A* and *B*: Heat maps for up-regulated genes (*A*) and down-regulated genes (*B*) in plantaris muscle of control and M-PDK1KO mice at 10 days after synergistic muscle ablation. Up-regulated and down-regulated genes were defined with cutoffs of 2- and 0.5-fold changes, respectively, relative to expression levels in corresponding sham-operated mice. *C–F*: The top eight KEGG pathways for up-regulated genes in control mice (*C*) or M-PDK1KO mice (*D*) as well as for down-regulated genes in control mice (*E*) or M-PDK1KO mice (*F*). * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$ (Student's *t* test).

Supplementary Fig. 3—Uncropped blot images. Black box indicates area that was cropped and displayed in the indicated.

Supplementary Figure 1

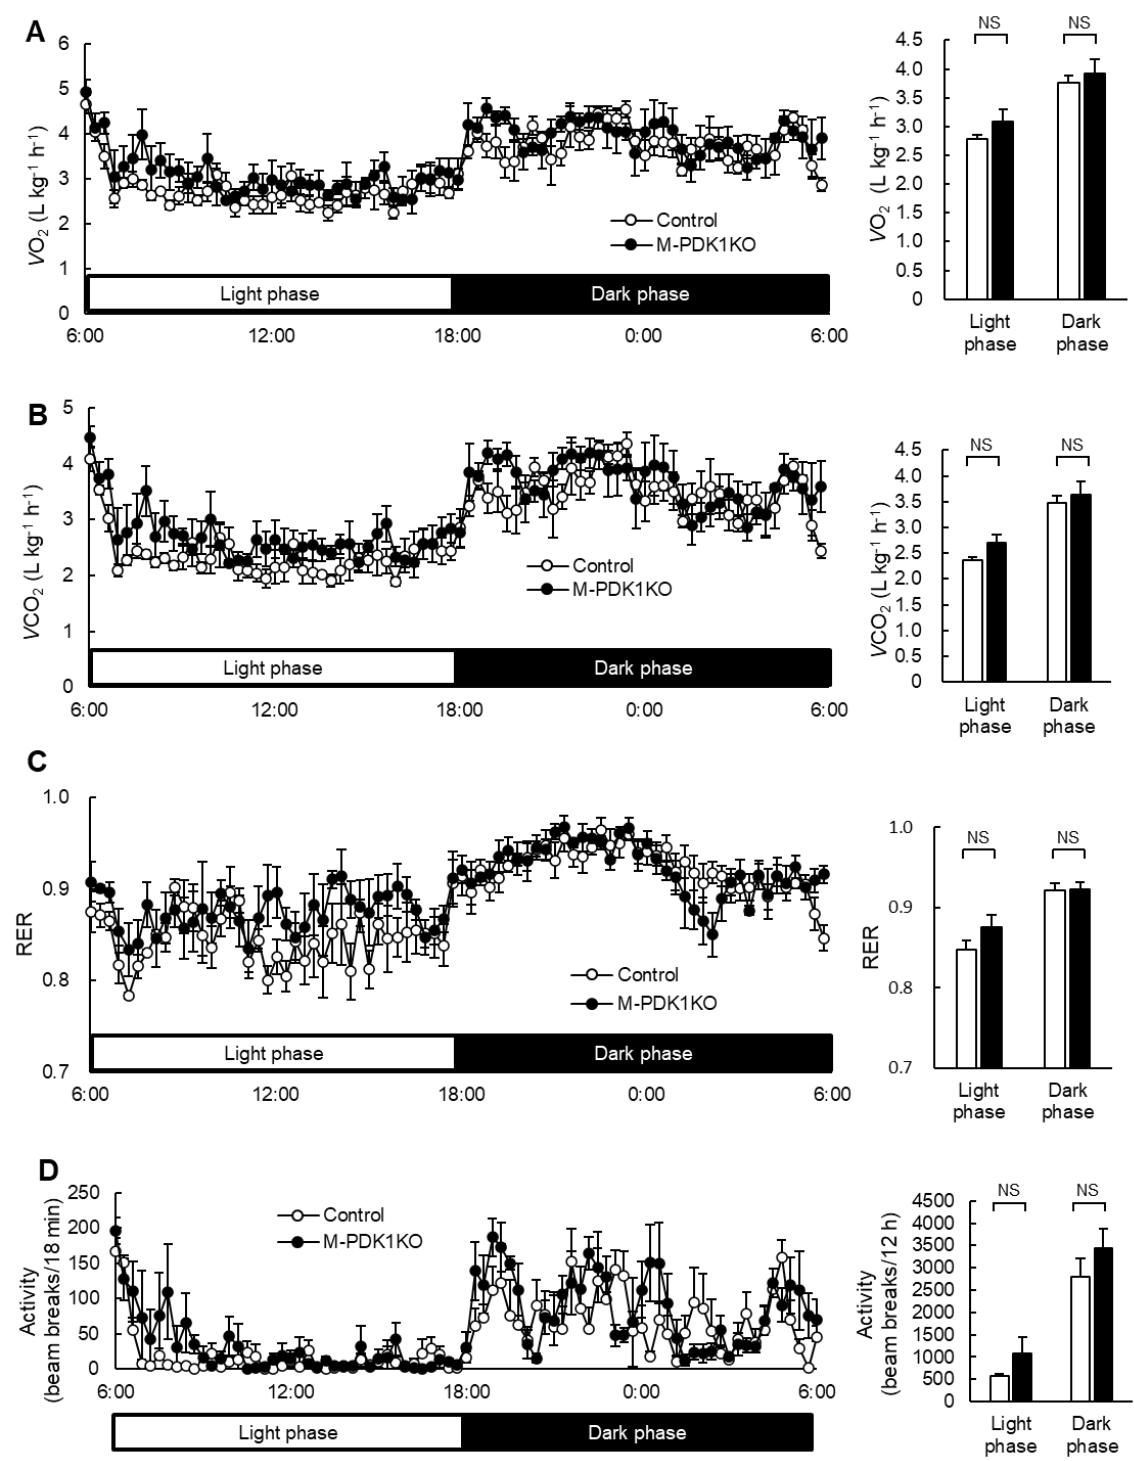

Supplementary Figure 2

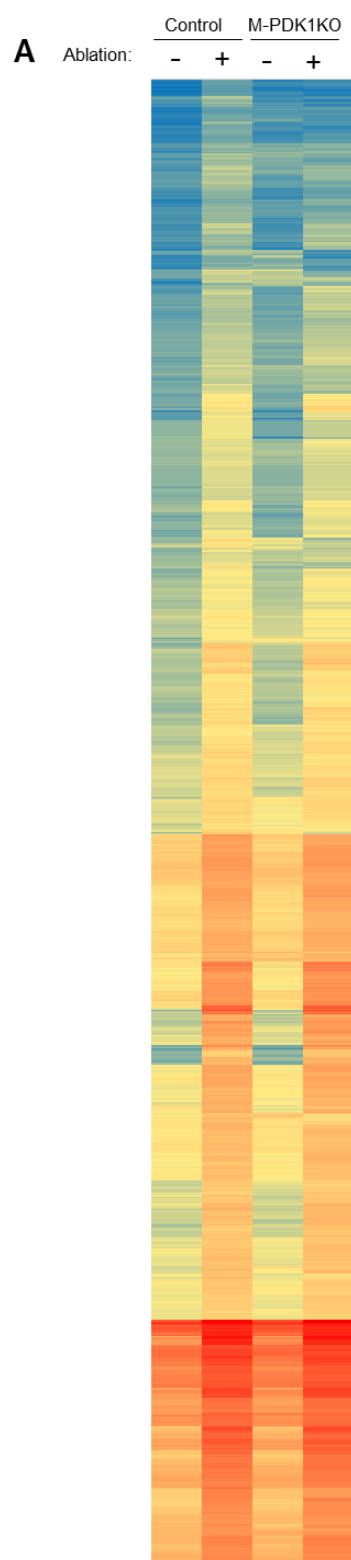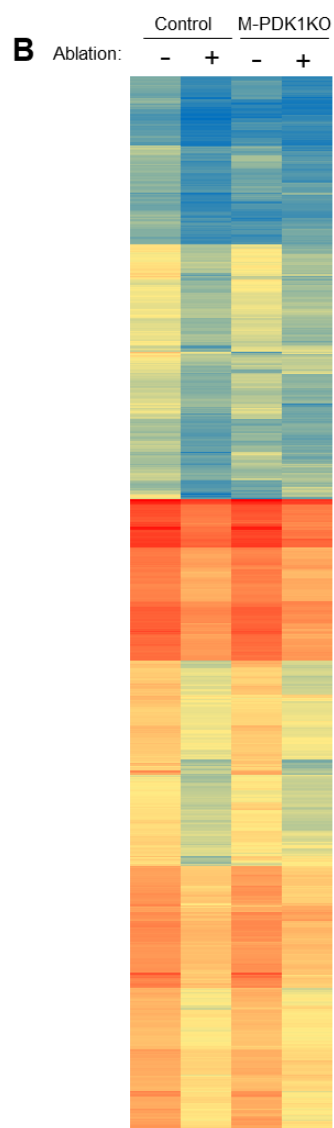

C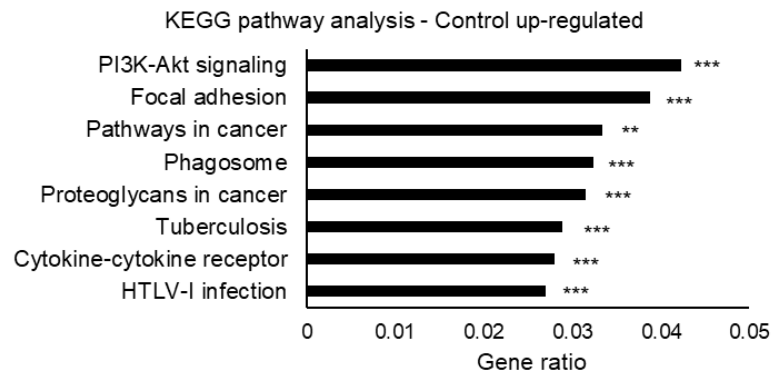**D**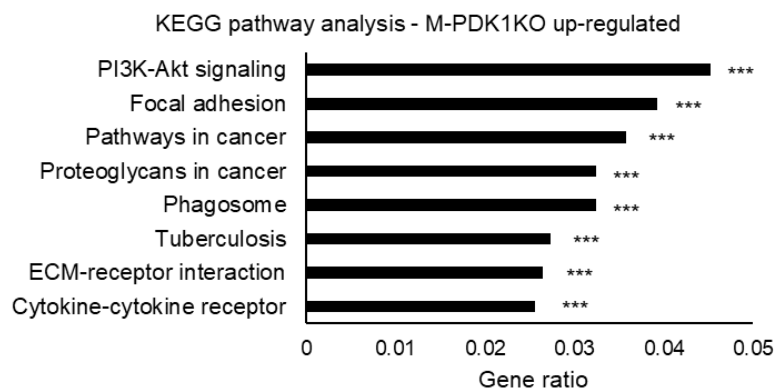**E**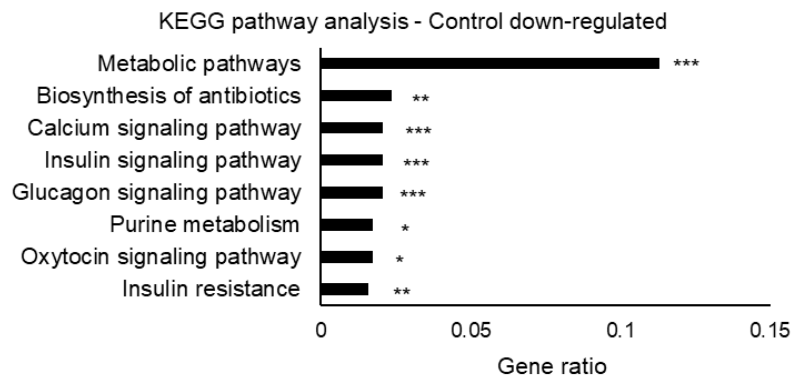**F**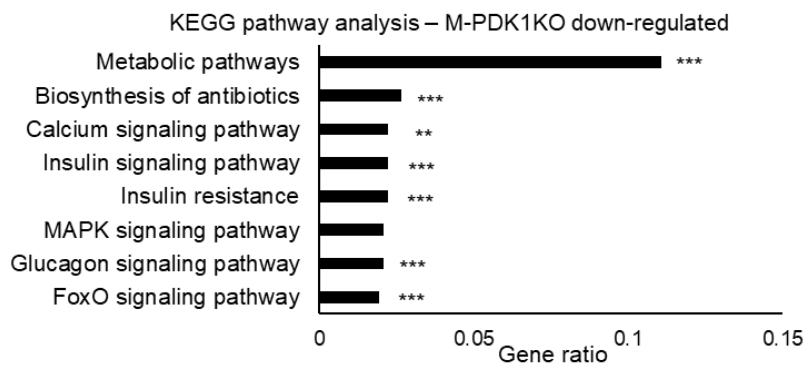

Supplementary Figure 3

Figure 1B

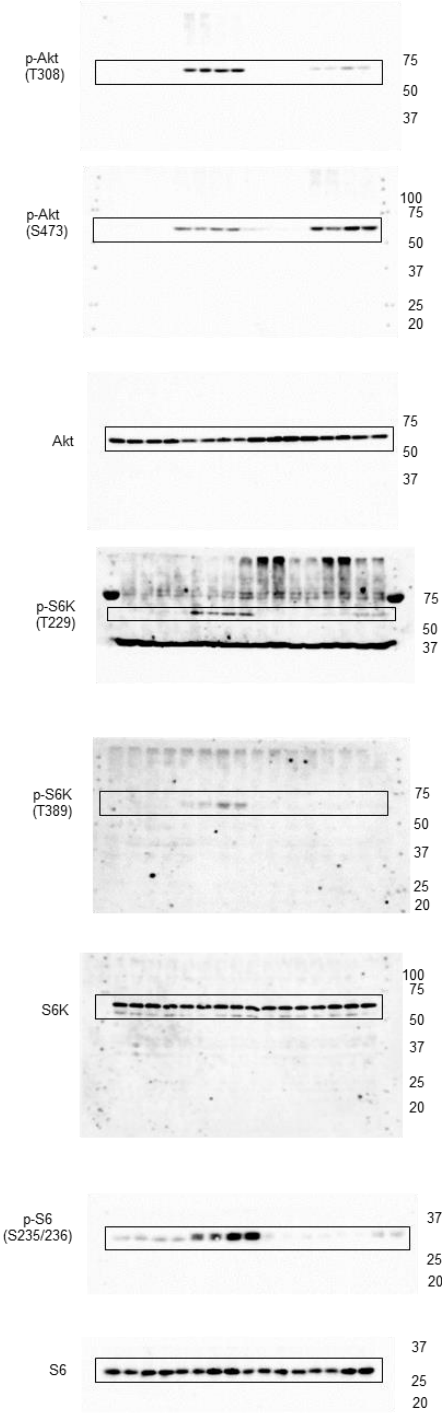

Figure 3B

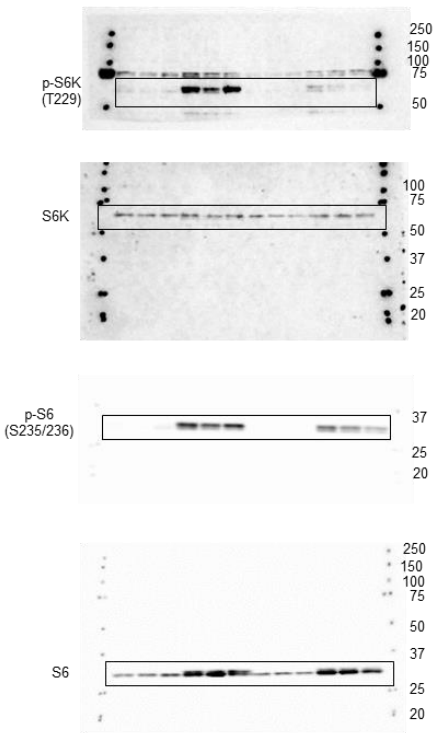

Figure 4A

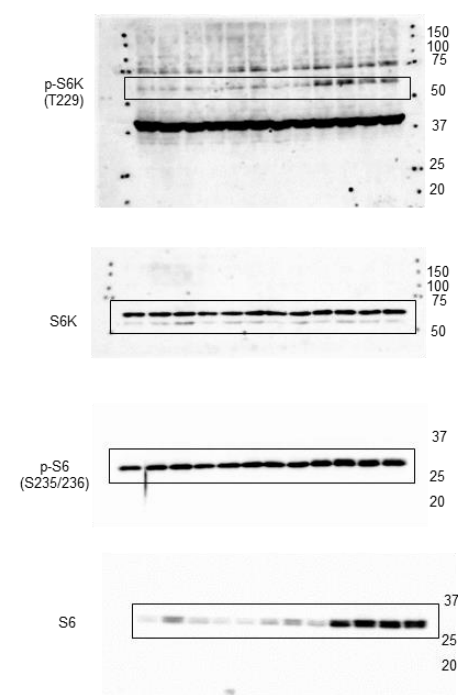

Figure 4B

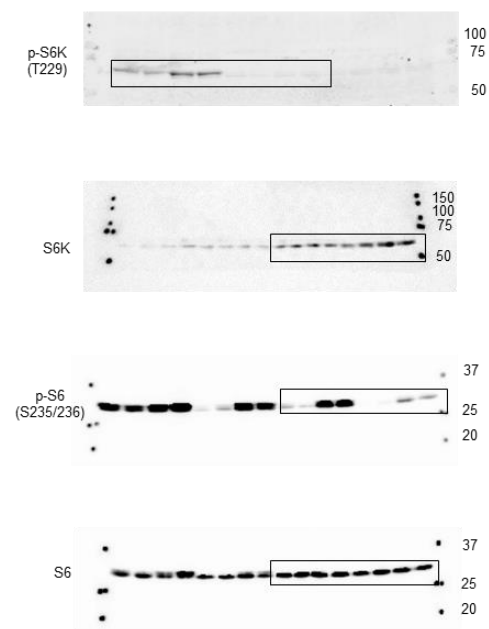

Figure 4C

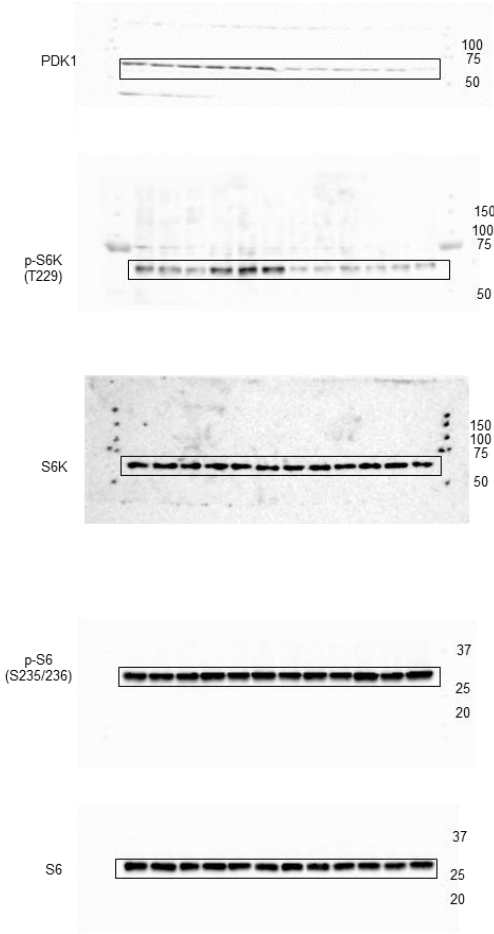

Figure 4D

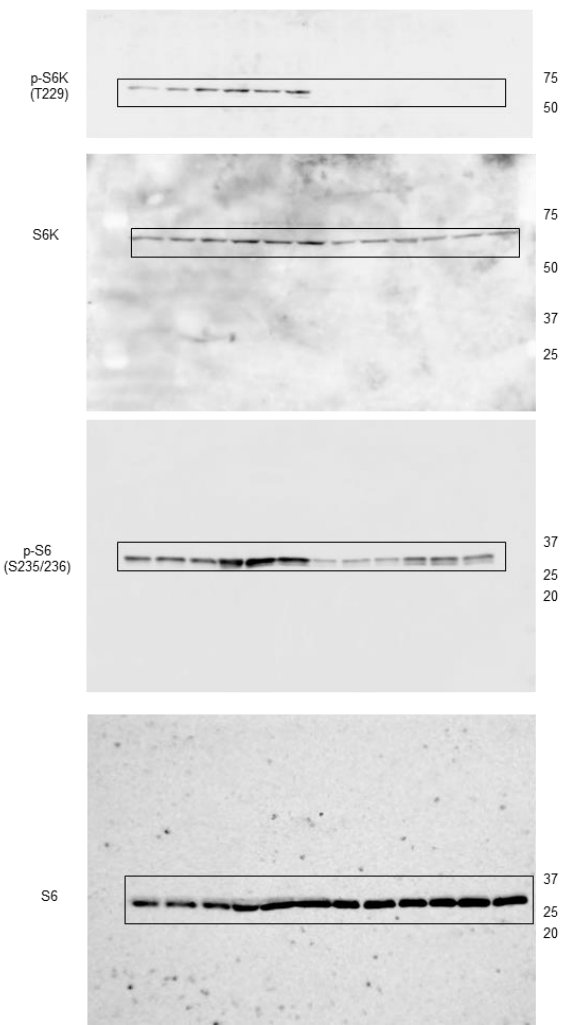

Figure 4F

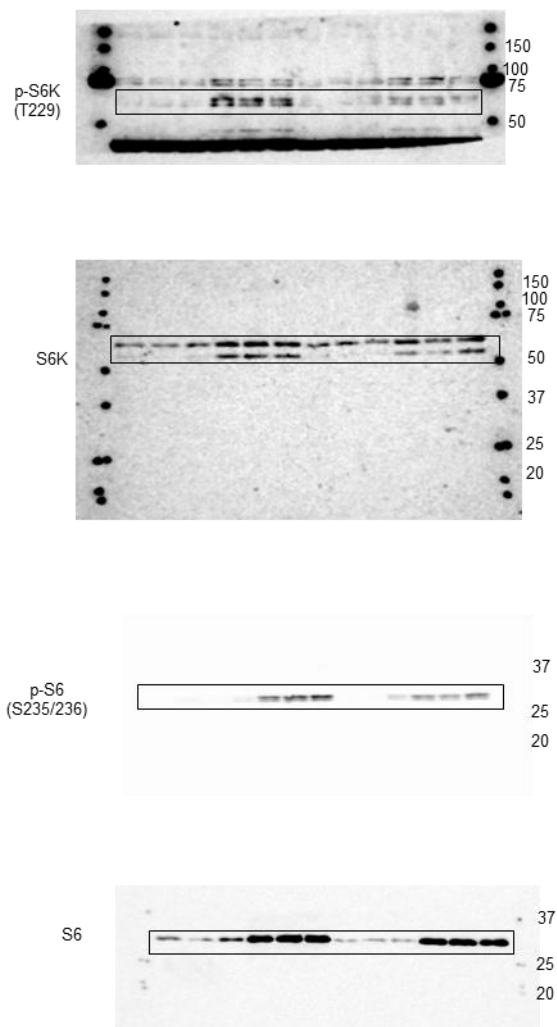

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

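Plantaris muscle RNA of control mice and M-PDK1KO mice, sham-operated or 10 days after synergistic muscle ablation, was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array for each of the 4 conditions. The log2 values are as deposited by the authors, summarised to 1 value per probe set and array. The log2 scale is taken from the range of the values. The arrays have nearly the same quartiles, and the paper's text does not say whether or how they were normalized to each other. The paper's methods name Transcriptome Viewer, and its text does not name the steps before it. No raw array data were analysed here. For RNA extraction, the labels name the RNeasy Mini kit and the paper's RT-PCR methods the Fibrous Tissue Mini kit.

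Probe sets were joined to genes by the platform's annotation. Those naming several genes (1814) or none in the annotation used here (16010) were left out, which leaves no value for Rps6kb1. Of several probe sets of a gene (1082 genes), the 1 with the highest mean over the arrays was used. No filter on low values was applied, since the paper states none. Of the 22180 genes, 12018 were above 3.23, the median of all genes' values, on at least 1 array. No genome build is given for the arrays, so no positions are printed, and the order of genes along the mouse genome served only for the test of neighboring genes.

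Responses were computed as log2(ablation/sham) within each genotype, and genotype differences as log2(M-PDK1KO/control) within each surgery. These single-array comparisons have no test. The model log2 value ~ genotype + ablation was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes. It compares 2 sham with 2 ablation arrays and tests the mean effect of ablation, not an effect in either genotype. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

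The 63 gene lists, the comparisons, the alternatives and the rule for the genes named were set before the data were examined, some from the genes of Fig. 3C, whose plotted values had been seen. Of 1341 symbols on the lists, 1228 were measured. A list's median was ranked among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these arrays. A further 2 lists were added later, of sarcomere and membrane genes of all fiber types and of epidermal genes, the latter after some of its genes had been seen to differ. The genes named are those the paper names, the 10 largest rises and falls by the smaller of the genotypes' responses, the 5 highest and lowest differences of response and genotype differences, and up to 4 leading genes of each list. For the largest changes, genes had to be above the median of all genes' values on at least 1 array compared, and unnamed models, small RNAs, olfactory and pheromone receptors and immunoglobulin segments were not named. Rhbdl1, named in the closing section, was chosen after its values were seen.

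The procedure was tested on simulated arrays. With the real genes grouped by mean value, the SD of the interaction contrast was 0.129 for the highest values and 0.188 for the group below them. Whether the simulated noise equals that of these arrays at each level was not tested. The rates below therefore describe the simulated arrays and may not hold for the real ones. With 200 of 22180 genes changed, limma called 7 of 100 genes changed 2-fold and 98 of 100 changed 4-fold, with 11 of 21980 unchanged genes called. On the real arrays many more genes moved. Of 998 genes that were at least 2-fold higher by the observed mean of both genotypes, 995 were called, and of 534 at most 0.5-fold, 532. All of 50 lists shifted by 0.5 stood apart from random lists, as did 12 of 200 unshifted lists. Most simulated genes had no response to ablation, whereas the real contrast of ablation had an SD of 0.55 across genes. These list rates therefore do not carry over to the real lists. For example, the sarcomere and membrane genes, with a median of -0.44 in control mice, lay at percentile 14.8 of random lists. The alternatives were other fold cutoffs, all probe sets, the mean of a gene's probe sets, a filter on genes above the median, quantile normalization, median centring, limma with a trend or with 1 term only, and other summaries of the lists.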

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

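The tests on immediate early and heat shock genes and the distance of Wdfy1 were chosen after the values were seen, as was the epidermal list.

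The immediate early gene Fos had opposite responses in the genotypes, with a response in M-PDK1KO minus that in control mice of -2.57, as had Btg2 at -1.54 and the heat shock genes Hspa1a at -2.20 and Hspa1b at -2.63, and the list of heat shock proteins had a median difference of -0.28. None of these differences was tested, since each condition has 1 array, and this pair of lists was picked from 63 because its difference was large. Over the 32 measured genes of both lists, the median log2(M-PDK1KO/control) was 0.17 after sham surgery (26 of 32 higher) and -0.25 after ablation (27 of 32 lower), which restates the difference the lists were picked for and tests nothing about its source. By list, the medians after sham surgery and after ablation were 0.45 and -0.27 for immediate early genes and 0.12 and -0.22 for heat shock proteins. A weaker response to ablation of all genes in whole muscle is argued against by the slope of 1.02. Tissue handling or stress of the single animals cannot be told apart from an effect of PDK1 loss on these genes in sham-operated or loaded muscle. No condition has a second array, and a biological effect was not tested.

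In data the paper does not discuss, only 2 genes differed 2-fold in the same direction between genotypes after both surgeries, Ostn, which encodes the muscle hormone osteocrin, with a mean log2(M-PDK1KO/control) of -1.67, and Wdfy1 with 1.15. Of the 100 genes with the largest genotype difference of the same sign after both surgeries, 1 lay within 150 measured genes of Myl1, at percentile 40.2 of such windows. The Mlc1f promoter of Myl1 drives Cre, and it is assumed here that the Cre allele lies near Myl1. Near Pdpk1 lay 2 (Pdpk1 itself and Rhbdl1), at percentile 69.6. If the control mice are flox/flox, variants carried along with the floxed allele would not differ between the groups. Across genes, the genotype differences after sham surgery and after ablation had a correlation of 0.037, so much of this ranking may be noise. The counts therefore argue neither for nor against variants carried along with either allele. The gene near Myl1 is Wdfy1, 96 measured genes away. On the assumption above, a variant carried along with the Cre allele may contribute for Wdfy1. It cannot be told apart from an effect of PDK1 loss, since no variants of these mice were analysed here. In limma neither Ostn nor Wdfy1 passed for genotype over both surgeries (adjusted p = 0.870 for each), so an effect of PDK1 loss on Ostn stays open as well.

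Other genes moved in opposite directions in the genotypes, which was not tested: the response in M-PDK1KO minus that in control mice was 1.61 for Cmpk2, 1.52 for Zfp566 and -1.30 for Krt77. Epidermal genes, a list the paper does not discuss, had a median log2(M-PDK1KO/control) of 0.42 after sham surgery and of 0.07 after ablation. This tests nothing, since the list was written after some of its genes had been seen to differ. Whether RNA of epidermal genes, or of the keratin gene Krt77, came from muscle was not tested. Lists outside the genes the paper discusses had high medians in control mice after ablation, 2.21 for macrophages, 1.06 for fibro-adipogenic progenitors and fibroblasts, 1.41 for tenocytes and 1.41 for developmental and regeneration genes of muscle.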

How the results depend on the processing

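No result reversed under any alternative tried, counting values of named genes that were called by limma or past 2-fold. With a 1.5-fold cutoff in place of 2-fold, 2087 genes were up and 2054 down in control mice and 2209 up and 2010 down in M-PDK1KO mice. With a 3-fold cutoff, these were 431, 104, 441 and 133. Between genotypes, 540 genes differed after sham surgery and 457 after ablation at 1.5-fold, and 3 and 4 at 3-fold. The response differed between genotypes for 1649 genes at 1.5-fold and 17 at 3-fold. The cutoffs shift these counts by their construction. With all probe sets, named or not, 1537 were up and 1091 down in control mice and 1121 down in M-PDK1KO mice, 67.9% of those up and 52.98% of those down were shared, and r was 0.677. The genotypes then differed for 482 probe sets after sham surgery and 505 after ablation, the responses for 1367, and the SD was 0.219 for genotype and 0.218 for the interaction contrast. The cause was not tested. Over genes above the median on at least 1 array, the SD for ablation was 0.727. Requiring a 2-fold change beside limma's adjusted p left 995 genes higher and 532 lower. Against random lists not matched on expression, the medians of the PI3K-Akt kinases and regulators, -0.28 in control and -0.22 in M-PDK1KO mice, stood apart, and the cause was not tested. Under the other alternatives, limma called 2400 to 2501 genes higher and 2513 to 2813 lower, and 0 for genotype, with unadjusted p under 0.05 for 169 genes (genotype as the only term) to 1295 (quantile normalization). Of 680 medians of other lists under the alternatives, 646 kept their side of the limits of the random lists, 13 lost it and 21 gained it. Of 3048 values of named genes, 2996 moved by less than the standard error of limma's fit and 52 by more, 35 of them with the mean of a gene's probe sets. Myh8 is such a gene, with a probe set at 4.91 in control and 4.43 in M-PDK1KO mice and the probe set used here at 0.95 and 1.09. Quantile normalization and median centring moved the median of all genes by less than 0.1. Fits without an array were not run, since each removes a condition and leaves the model with both terms no residual degree of freedom, and no paired analysis was possible with 1 array per condition. The alternative for values on a linear scale was not run, since the values were taken to be log2 from their range. Signal over background limits the lowest values: of 169 genes with responses that differed 2-fold between genotypes, 38 were at or under the median of all genes on every array.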

Differences from the paper's values

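Each value below is the mRNA after ablation relative to sham-operated control mice, from 1 array per condition here and by RT-PCR in the paper (n = 4 mice), in which the paper's values are means read from the bars. Of 38 values compared, 23 were more than 1.5 times apart. The value of Klf15 was 0.223 in control and 0.215 in M-PDK1KO mice here, and about 0.14 and about 0.12 in Fig. 3C, read by eye. Fbxo32 had a value of 0.269 in control and 0.179 in M-PDK1KO mice here, and about 0.13 and about 0.08 in Fig. 3C, read by eye. For Trim63, the value was 0.484 in control and 0.426 in M-PDK1KO mice here, and about 0.19 and about 0.18 in Fig. 3C, read by eye. The value of Prodh was 0.676 in control and 0.729 in M-PDK1KO mice here, and about 0.21 and about 0.19 in Fig. 3C, read by eye. Bcat2 had a value of 0.498 in control and 0.438 in M-PDK1KO mice here, and about 0.21 and about 0.18 in Fig. 3C, read by eye. For Bnip3, the value was 0.703 in control and 0.593 in M-PDK1KO mice here, and about 0.38 and about 0.33 in Fig. 3C, read by eye. The value of Col1a1 was 6.81 in control and 6.76 in M-PDK1KO mice here, and about 11 and about 13 in Fig. 3C, read by eye. Col3a1 had a value of 12.0 in control and 13.6 in M-PDK1KO mice here, and about 27 and about 24 in Fig. 3C, read by eye. For Angptl1, the value was 5.41 in control and 6.07 in M-PDK1KO mice here, and about 3.4 and about 3.3 in Fig. 3C, read by eye. The value of Hif1a was 4.67 in control and 4.996 in M-PDK1KO mice here, and about 2.9 and about 2.9 in Fig. 3C, read by eye. Pdgfc had a value of 4.40 in M-PDK1KO mice here, and about 2.2 in Fig. 3C, read by eye. For Sln, the value was 35.5 in control and 29.7 in M-PDK1KO mice here, and about 17 and about 13 in Fig. 3C, read by eye.

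Under quantile normalization and median centring, alternatives set before the data were examined, each of these values stayed more than 1.5 times from the paper's. With the mean of a gene's probe sets, Hif1a had 2.92 in control and 2.65 in M-PDK1KO mice, within that margin, and the others stayed outside it.

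For the direction of the 19 genes of Fig. 3C, all 19 had the sign on the arrays that the paper states in control mice, and 18 had it in M-PDK1KO mice. These signs are of responses, each against the sham array of the same genotype. The exception is Map1lc3a, which the paper states to fall in both genotypes and whose response was -0.20 in control and 0.32 in M-PDK1KO mice. Relative to sham-operated control mice, as in Fig. 3C, Map1lc3a was 0.986 in M-PDK1KO mice after ablation here and about 0.70 in the paper, read by eye. Map1lc3b fell over both genotypes in limma, at -0.85 in control mice. The paper's text also gives Trim36 as falling, and its responses were 0.13 and 0.19, while Trim63, the symbol in Fig. 3C, had -1.05 and -1.34. The paper gives PI3K-Akt signaling as a category of higher expression in control mice. Here the list of its matrix ligands and integrins had a median of 1.02 and the list of its kinases and regulators a median of -0.28, from lists that are not those of KEGG. The latter lay at percentile 11.9 of random lists matched on expression, so it did not stand apart. The paper's category comes from a pathway analysis of genes at least 2-fold higher, which medians of lists do not test.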

Other observations

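Slow fiber genes were more often higher after ablation. Among slow fiber genes, 11 of 16 rose and 2 fell (11 and 2 when adjusted over the list alone), and the troponin genes Tnni1 and Tnnt1 rose by 2.60 and 2.29 in control mice and 2.16 and 1.52 in M-PDK1KO mice. Fast fiber genes had medians of -0.42 in control and -0.54 in M-PDK1KO mice, with 11 of 20 lower and 2 higher (11 and 2 when adjusted over the list alone). These medians lay within the limits of the random lists, at percentiles 21.1 and 8.57, and beside them the sarcomere and membrane genes of all fiber types had -0.44 in control and -0.50 in M-PDK1KO mice. Of the adult myosin heavy chains, Myh4 fell by 0.46 in control and 0.59 in M-PDK1KO mice, Myh1 rose by 0.45 and 0.63 and Myh2 by 0.57 and 0.43. Among developmental and regeneration genes of muscle, 18 of 24 genes rose (20 when adjusted over the list alone), with responses in control and M-PDK1KO mice of 3.64 and 3.05 for Ankrd1 and, for Tnnt2 (cardiac troponin T), 3.22 and 2.66. Among ubiquitin ligases and related genes of muscle atrophy, 12 of 19 fell and 1 rose (13 and 2 when adjusted over the list alone), while the proteasome subunits had medians of -0.13 in control and 0.00 in M-PDK1KO mice. Ribosomal protein genes had medians of 0.16 in control and 0.18 in M-PDK1KO mice, with 7 of 37 higher and 2 lower (9 and 2 when adjusted over the list alone).

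Among cell cycle genes, 27 of 39 rose and 1 fell (29 and 2 when adjusted over the list alone), with Top2a rising by 2.22 and 2.03. The unfolded protein response and chaperones of the endoplasmic reticulum had 13 of 18 genes higher and 1 lower (14 and 1 when adjusted over the list alone). Of the interferon response, 10 of 16 genes rose (11 when adjusted over the list alone), with medians of 0.78 in control and 0.98 in M-PDK1KO mice. Endothelial genes had medians of 0.42 in control and 0.40 in M-PDK1KO mice, with 11 of 28 higher and 2 lower (15 and 3 when adjusted over the list alone), neutrophil markers 0.15 in control and 0.06 in M-PDK1KO mice and markers of T, B and NK cells 0.09 in control and 0.15 in M-PDK1KO mice. Of the neutrophil markers 1 of 12 rose, a call that was lost when adjusted over the list alone, and of the markers of T, B and NK cells 3 of 14 rose (3 when adjusted over the list alone). Most clock genes fell, with 12 of 18 lower and 1 higher (13 and 2 when adjusted over the list alone) and Dbp at -1.12 and -0.98, as did most targets of glucocorticoids, with 12 of 19 lower and 2 higher (13 and 2 when adjusted over the list alone) and Zbtb16 at -1.23 and -1.50. Adipocyte markers had medians of -0.32 in control and -0.64 in M-PDK1KO mice. Of the 63 lists, 26 had medians above and 13 below the random lists' limits in both genotypes. For 13, the difference of responses (M-PDK1KO minus control) lay outside these limits, where chance would give 3.15 for independent lists and genes. It was negative for all of these except denervation response genes (median 0.19). Among the negative ones were mechanosensitive and YAP target genes (-0.20) and growth factors and receptors of PI3K-Akt signaling (-0.13). With co-regulated genes, lists that share genes and 1 array per condition, these values do not show a difference between the genotypes.

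A rise in RNA of cells other than myofibers may dilute myofiber RNA and so lower metabolic and atrophy genes. The list of sarcomere and membrane genes of all fiber types was added after the data were first opened, and its test was set before its result was seen. The bootstrap intervals resample the genes of the lists, so they describe the spread among genes on these arrays and not among mice. The sarcomere list was itself mixed, with 12 of 23 genes lower and 2 higher. Amino acid catabolism fell further than the sarcomere list. The difference of its median from that of the sarcomere list was -0.51 in control mice (95% bootstrap interval -0.76 to -0.12). In M-PDK1KO mice it was -0.45 (-0.79 to -0.06). This would argue against dilution alone only if sarcomere transcripts did not rise within myofibers, which was not tested, so the comparison does not decide. In control mice, the difference was -0.066 (-0.28 to 0.14) for oxidative phosphorylation and -0.38 with a wide interval (-0.71 to 0.20) for the atrophy ligases. Dilution stays open for each of these lists. A fall of sarcomere or metabolic transcripts within myofibers under load stays open too, and was not tested.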
